A study of Arabidopsis thaliana with 18 samples. Its data were reported in "Adaptation of iCLIP to plants determines the binding landscape of the clock-regulated RNA-binding protein AtGRP7" (2017).

How the data were processed

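Polyadenylated RNA from aerial parts of Arabidopsis thaliana plants was sequenced by the authors. Plants were entrained in light-dark cycles, moved to continuous light (LL) and harvested after 24 h (LL24, subjective dawn) or 36 h (LL36, subjective dusk). The series holds 18 samples in 6 groups of 3, made of 3 lines (wild type Col-2, wt; AtGRP7-ox, which overexpresses the RNA-binding protein AtGRP7; and grp7-1 8i, which lacks AtGRP7 and carries an RNAi construct against AtGRP8) at the 2 time points. The groups were taken from the samples' labels.

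The values were TPM (a transcript's share of the library, corrected for length) per gene, as deposited by the authors in 1 table for the whole series. Per the study's methods, only the first read of each pair was used. Reads were trimmed and filtered with Sickle and mapped with STAR to the atRTD transcriptome of the TAIR10 genome. Salmon estimated the read count of each transcript, and tximport combined these by gene. Genes for rRNA and those of mitochondria and chloroplasts were left out. How the TPM of a gene was summed over its transcripts was not given in the sources used here. Replicates were not pooled. TPM is a share of each library's total and keeps no depth, so the number of reads behind a value cannot be read from it and no counting interval was given. The read statistics that the study gave were not used here. Over the 33331 genes listed, the libraries summed to 990489 to 992864 TPM.

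Only the 6 columns whose names match the labels of the wt samples were used. The other 12 columns of per-sample values carry names that match no sample's labels and were not used in any step. The comparisons of AtGRP7-ox or grp7-1 8i with wt, the interactions of line and time point, the time-of-day change within these lines and the direction of change of AtGRP7 targets in them were therefore not analysed here. The fit planned over 18 libraries was made on the 6 wt libraries. The comparison of LL36 with LL24 in wt remained.

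TPM were transformed as log2(TPM + 0.5), and all changes are on this scale, which understates the change of genes with low values. Genes with a mean above 1 TPM in at least 1 of the 2 groups were tested, which kept 19303 genes. The time points were compared with limma 3.58.1 in R 4.3.3 (linear model without a block, empirical Bayes moderation with a mean-variance trend, two-sided). Genes with a Benjamini-Hochberg adjusted p below 0.05 over all tested genes were called. Every adjusted p of a single gene comes from limma. Gene lists were tested with limma's camera at its preset inter-gene correlation, with camera at an estimated correlation and with fry. Shares of called genes were compared with Fisher's exact test (two-sided, scipy 1.17.1). Random lists of the same size, 10000 per test, were drawn from the tested genes in 20 bins of mean log2 value with fixed seeds. Members of a list could be drawn too, because the bin of highest expression holds too few other genes, which brings the random lists closer to the list tested. Matched lists were compared for 18 values per scaling under 2 scalings, and p was adjusted within each scaling.

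The genes named were fixed before the data were examined. They are AtGRP7 and AtGRP8, 6 clock genes, 19 genes the study followed singly (the panel), the reference transcripts PP2A and TGH, and 13 transcripts known to respond within minutes to touch, wounding or cold (the rapid response list). Parts of the rule that name genes by their change between lines could not be applied. Any other gene named was chosen after its values were seen, and the text says so. Lists of AtGRP7 targets were the genes with iCLIP crosslink sites at LL36 and, among them, the high-confidence binders that were also enriched in RNA immunoprecipitation (RIP). Only gene identifiers were taken from the study, and AtGRP7 and AtGRP8 were left out of both lists. The RIP enrichment was computed by the authors relative to the wt LL36 libraries, so the high-confidence list is not independent of them. The rapid response list had been planned for the comparisons between lines and was applied to LL36 against LL24.

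Alternatives planned before the data were examined were a pseudocount of 0.1 or 1, no filter on low values, a minimum mean of 5 TPM, median-of-ratios scaling, quantile normalization, no mean-variance trend, the replicate number as a block and leaving out each library in turn. Alternatives added after the data were seen were the removal of each library's trend on GC content and length, the removal of the 100 most abundant genes, and the use of all these settings for the list tests.

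Gene models of the TAIR10.1 reference annotation gave symbols, GC content and length (exon union) and the 100-base windows that transcripts of different genes share on either strand. This build is named differently from that of the authors, so no coordinates are given. Of the 33331 listed genes, 32811 had a row in the table of names, and 19189 of the tested genes (99.4%) had a gene model. The GC content and length trend was fitted with cubic regression splines of 6 degrees of freedom each (patsy 1.0.2). Computations used Python 3.11.15, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

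The limma step was tested on simulated data for LL36 against LL24 in wt, on 18962 genes of which 200 were changed by known amounts. Of genes changed by 1 on the log2 scale, 86.6% were called in the right direction, and of those changed by 0.5, 51.5%. Among 18762 unchanged genes 2 were called. Far fewer genes were changed here than were called in the data, and the spread was drawn independently for each gene. The adjusted threshold was therefore stricter here, and these rates do not give the error or the power in the data. The random-list step was tested for the correlation of within-group deviations on 100 simulated lists of 13 genes. Lists with a shared deviation fell below 0.05 in 89% of cases, and unrelated lists in 8%, more than the 5% that the threshold allows. This test drew 200 random lists for each simulated list.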

Results

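To follow the transcriptome of wt plants at the 2 times of day at which AtGRP7 targets were mapped, the 6 wt libraries were compared, 3 harvested at LL24 and 3 at LL36. AtGRP7 is a clock-controlled RNA-binding protein of Arabidopsis, and LL24 and LL36 fall at subjective dawn and subjective dusk. Between 23399 and 23644 genes had a value above 0 TPM per library, and between 18523 and 18935 had more than 1 TPM. TPM hold no sequencing depth, and the read statistics that the study gave were not used here. Across tested genes, the log2 values of libraries of the same time point correlated with r between 0.976 and 0.984, and those of different time points with r between 0.935 and 0.943. These correlations are across genes, which are not independent replicates. No pair of libraries held the same values.

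First, the transcripts of AtGRP7, of its paralog AtGRP8 and of clock genes were examined in every library, since their time of day is known and checks the labels. AtGRP7 (AT2G21660) rose from 121 ± 18.4 TPM (SD, n = 3) at LL24 to 4645 ± 199 TPM at LL36. AtGRP8 (AT4G39260) rose from 117 ± 15.3 TPM to 516 ± 23.6 TPM. Of AtGRP7's 100-base windows, 0% occurred in another gene's transcripts. The morning genes CCA1 (AT2G46830) and LHY (AT1G01060) fell from 184 ± 19.1 TPM to 4.12 ± 0.542 TPM and from 186 ± 20.97 TPM to 2.66 ± 0.272 TPM. The evening genes TOC1 (AT5G61380), GI (AT1G22770), ELF4 (AT2G40080) and LUX (AT3G46640) were higher at LL36, with TOC1 rising from 6.82 ± 0.333 TPM to 60.9 ± 1.03 TPM. All 6 clock genes, AtGRP7 and AtGRP8 were called, and their groups did not overlap in any of the 8 cases. The direction and the call of these genes held in all alternatives run. For LUX, 12.6% of the 100-base windows also occur in transcripts of a second gene, so part of its value may belong to that gene.

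**Figure D1:**
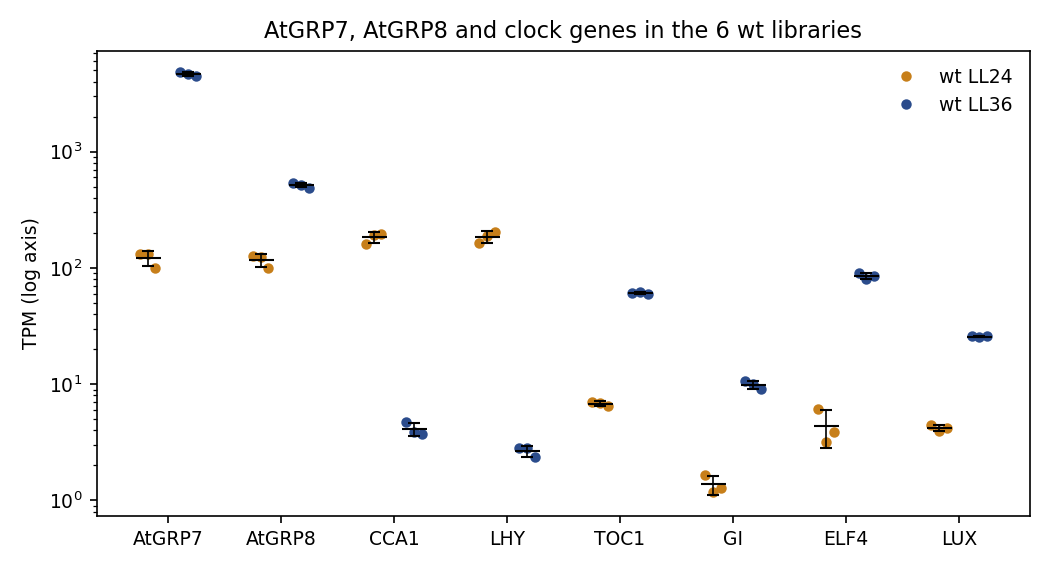
TPM (log axis) of AtGRP7, AtGRP8 and 6 clock genes in the 3 wt LL24 libraries (orange) and the 3 wt LL36 libraries (blue). Points are single libraries, and black bars give the mean and the SD (n = 3).

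The comparison of LL36 with LL24 was then extended to all 19303 tested genes. Of these, 10107 genes (52.4%) were called by limma. Among them 7949 (78.6%) were higher and 2158 were lower at LL36. The groups did not overlap for 63.8% of tested genes, where chance gives 10% for 3 libraries against 3. The scaling between libraries moved this result most. With median-of-ratios scaling 6602 genes were called, 3103 higher (47.0%) and 3499 lower. With quantile normalization 6632 genes were called, 3607 higher (54.4%) and 3025 lower. The same direction and a call under all 3 scalings held for 5204 genes, 3067 higher and 2137 lower. The median log2 change of all tested genes was 0.21 on the TPM as deposited, 0.01 with median-of-ratios scaling and 0.04 with quantile normalization. Changes of single genes are therefore given below relative to the shift of 0.21, while their adjusted p refers to the change itself. Relative to the shift, 456 called genes were more than 1 higher and 860 were more than 1 lower on the log2 scale.

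**Figure D2:**
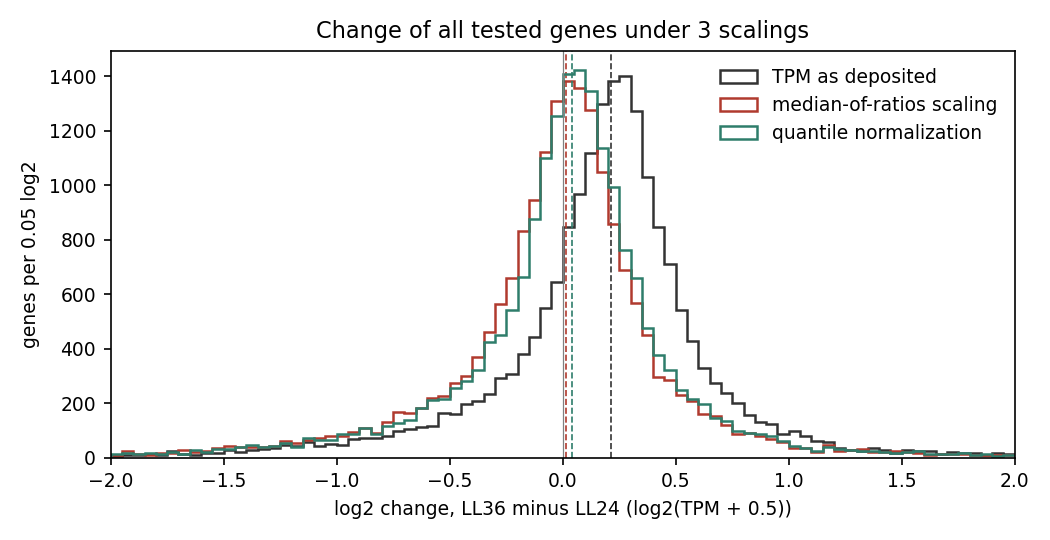
Histogram of the log2 change from LL24 to LL36 (x axis, log2(TPM + 0.5), 0.05 per bin, shown from -2 to 2) for the 19303 tested genes, with the number of genes on the y axis. Lines give the TPM as deposited (grey), median-of-ratios scaling (red) and quantile normalization (green), and dashed lines their medians of 0.21, 0.01 and 0.04.

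Relative to the shift, AtGRP7 changed by 5.05 (SE 0.11, adjusted p 9.39e-07) and AtGRP8 by 1.93 (SE 0.10, adjusted p 1.90e-05). CCA1 changed by -5.53 (SE 0.11, adjusted p 8.32e-07) and LHY by -6.10 (SE 0.10, adjusted p 6.98e-07). The evening genes changed by 2.86 for TOC1, 2.26 for GI, 3.97 for ELF4 and 2.27 for LUX. The largest changes outside the genes fixed in advance were chosen after their values were seen, among called genes with at least 5 TPM in a group and no overlap between groups. The risers were AT5G23240 (2.24 ± 0.522 to 147 ± 5.37 TPM), COR27 (AT5G42900, 0.519 ± 0.193 to 50.7 ± 1.65 TPM) and AT4G33980 (1.80 ± 1.44 to 98.0 ± 15.4 TPM). The fallers were BBX16 (AT1G73870, 42.7 ± 6.12 to 0.513 ± 0.0291 TPM), GBSS1 (AT1G32900, 214 ± 3.78 to 5.10 ± 0.888 TPM) and AT4G27360, which had 18.5 ± 2.86 TPM at LL24 and was listed at 0 in all 3 LL36 libraries.

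To ask how transcripts that the study followed singly behave over the day in wt, the 19 panel genes were examined. Most of them were taken up by the study as iCLIP or RIP targets of AtGRP7, and the RIP enrichment was measured against RNA-seq, so calls within the panel are not independent evidence. Over all tested genes 12 were called, 10 higher and 2 lower at LL36, and the count adjusted over the list alone was also 12. DRM2 (AT2G33830) rose from 1.83 ± 0.503 TPM to 455 ± 17.3 TPM, a relative change of 7.42 (SE 0.16, adjusted p 8.32e-07). CCL (AT3G26740) rose from 74.9 ± 8.52 TPM to 2656 ± 103 TPM, a relative change of 4.93 (SE 0.08, adjusted p 6.70e-07). COR15B (AT2G42530) rose from 35.9 ± 1.14 TPM to 400 ± 9.47 TPM, a relative change of 3.24 (SE 0.05, adjusted p 4.48e-07). Of its 100-base windows 24.9% also occur in transcripts of a second gene, which limits this value. AILP1, FNR2, AT3G15450, FER1, FAD2 and COR413-PM1 rose by 0.52 to 1.37 relative to the shift and were called under all 3 scalings. ERF4 (AT3G15210) fell from 36.4 ± 3.34 TPM to 22.7 ± 5.10 TPM, a relative change of -0.90 (SE 0.16, adjusted p 0.0110), and was called under all 3 scalings.

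The calls of PR4 and PSBP-1 did not hold under every scaling. PR4 (AT3G04720) had 102 ± 35.5 TPM at LL24 and 214 ± 82.1 TPM at LL36 (adjusted p 0.0357), its groups overlapped, and its adjusted p was 0.0987 with median-of-ratios scaling. It also lost its call with quantile normalization (adjusted p 0.0670), without the filter on low values (adjusted p 0.0617) and without the 100 most abundant genes (adjusted p 0.0630). The same held when LL24 replicate 2 or 3 or LL36 replicate 1 or 3 was left out. PSBP-1 (AT1G06680) had 3136 ± 97.1 TPM and 2776 ± 85.9 TPM (adjusted p 0.0183). Its log2 change was -0.18 on the TPM as deposited, -0.39 with median-of-ratios scaling and 0.08 with quantile normalization (adjusted p 0.0842), so its direction depended on the scaling. It also lost its call without LL24 replicate 2 (adjusted p 0.0618), without LL36 replicate 3 (adjusted p 0.0654), without the filter on low values (adjusted p 0.118) and with the GC content and length trend removed (adjusted p 0.0761).

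For 7 panel genes no difference larger than the spread between replicates was called. HSPRO2 (AT2G40000) had 58.8 ± 16.6 TPM at LL24 and 38.0 ± 27.3 TPM at LL36 (adjusted p 0.201), and STZ (AT1G27730) had 43.5 ± 5.54 TPM and 23.0 ± 15.7 TPM (adjusted p 0.0744). HSPRO2, STZ, TCH3 and WRKY33 were called lower once LL36 replicate 3 was left out, with adjusted p of 0.0195, 0.00503, 0.0483 and 0.0493. They were also called lower with the replicate number as a block. COR15A (AT2G42540) ranged from 112 to 379 TPM at LL24, against 316 to 360 TPM at LL36. It was called higher without LL24 replicate 1, with a log2 change of 1.25 (adjusted p 0.00616). KIN1 and PR1 were not called in any alternative run.

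The reference transcript PP2A (AT1G13320) had 33.2 ± 1.08 TPM at LL24 and 38.8 ± 1.43 TPM at LL36. Its log2 change of 0.22 (SE 0.05, adjusted p 0.0149) matched the shift of all genes, and relative to the shift it was 0.01. PP2A was not called with median-of-ratios scaling (adjusted p 0.876) or quantile normalization (adjusted p 0.322). It was not called either without the 100 most abundant genes (adjusted p 0.139) or without LL36 replicate 2 (adjusted p 0.0577). TGH (AT5G23080) was not called on the TPM as deposited, and its direction changed between scalings, from 0.14 to -0.05 with median-of-ratios scaling. Without LL36 replicate 2 it was called higher (adjusted p 0.0464).

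Because AtGRP7 itself peaks near LL36, the transcripts it binds at LL36 were compared with other genes. Of 822 tested iCLIP targets 468 (56.9%) were called, against 9637 of 18479 other genes (52.2%). With Fisher's exact test this difference had an adjusted p of 0.00990 over the 4 comparisons of this family. Of 450 tested high-confidence binders 235 (52.2%) were called (adjusted p 1). The counts adjusted over the list alone were 475 and 235. The high-confidence list was chosen in part on the wt LL36 libraries, so its count is not independent evidence. The size of the difference depended on the settings. It was larger with median-of-ratios scaling (56.4% of iCLIP targets against 33.2% of other genes, adjusted p 7.05e-40). The same held with quantile normalization (49.1% against 33.7%, adjusted p 2.41e-18) and without a filter on low values (50.2% against 36.9%, adjusted p 4.13e-14). The other genes were not matched on expression, and Fisher's test treats genes as independent, which they are not. With median-of-ratios scaling, random lists matched on the mean over both time points had a median share of 50.85%. Among genes with at least 1 group mean above 5 TPM, 58.5% of iCLIP targets and 60.2% of other genes were called (adjusted p 0.354), so the excess was no longer present. It was not significant either without LL24 replicate 1, where 51.9% and 49.6% were called (adjusted p 0.187).

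Among called iCLIP targets 68.2% were higher at LL36, against 79.2% of called other genes (adjusted p 2.58e-07), and among called high-confidence binders 64.3% (adjusted p 5.05e-07). This difference changed direction with the scaling. With median-of-ratios scaling the shares were 39.2% of iCLIP targets and 47.6% of other genes (adjusted p 0.000509), and with quantile normalization 61.4% and 53.9% (adjusted p 0.00514). With the 100 most abundant genes left out the difference was not significant, at 61.5% of iCLIP targets, 60.1% of high-confidence binders and 65.6% of other genes (adjusted p 0.152 and 0.163). The median log2 change was 0.11 for iCLIP targets and 0.06 for high-confidence binders, which is -0.10 and -0.15 relative to all tested genes, while the means of both lists, 0.26 and 0.21, were higher than their medians. With quantile normalization the medians were only -0.00367 and -0.0337 relative to all tested genes. Compared with genes of similar expression, the direction depended on the mean that was matched. Against random lists matched on the mean over both time points, the median of iCLIP targets was higher (0.11 against 0.0874, adjusted p 0.0164) and that of high-confidence binders did not differ (0.0637 against 0.0656, adjusted p 0.900). Against lists matched on the LL36 mean, iCLIP targets did not differ (0.13 in random lists, adjusted p 0.237) and high-confidence binders were lower (0.11 in random lists, adjusted p 0.00463). Against lists matched on the LL24 mean, both were higher (0.0536 and 0.0356 in random lists, adjusted p 0.000900 and 0.0112). Against other genes, camera gave p 0.247 for iCLIP targets and p 0.0484 for high-confidence binders, both lower. With an estimated correlation the latter was 0.0540. Fry, which tests a list against no change and so includes the shift of all genes, called both lists higher (p 6.73e-06 and p 1.67e-05). Under median-of-ratios scaling, fry gave the opposite direction for both (p 0.0776 and p 0.00127).

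Finally, the 13 transcripts of the rapid response list were examined, as they can change within minutes of handling. Between the time points 5 were called, 2 higher and 3 lower at LL36, and the count adjusted over the list alone was 5. With median-of-ratios scaling 1 was higher and 5 were lower, and with quantile normalization 1 was higher and 4 were lower. The median log2 change of the list was -0.77 and the mean -0.39. Camera called the list lower (p 0.00240), whereas fry did not call it (p 0.985, direction higher) and camera at its estimated correlation of 0.64 did not either (p 0.336). Without LL36 replicate 3 fry called it lower (p 0.0316), on 12 of the 13 members. CBF1, which was called higher with all libraries, fell below the filter on low values there, so this p is for a shorter list. Within a time point, these transcripts varied more than others. Their median within-group SD was 0.52 on the log2 scale, against a median of 0.12 over 10000 random lists matched on mean expression, of which 0% were as high. Their deviations from the group means correlated with a mean pairwise r of 0.64 across libraries, against a median of -0.01 over the random lists, of which 0% were as high. At LL36, 12 of 13 were highest in replicate 3, and at LL24, 11 of 13.

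**Figure D3:**
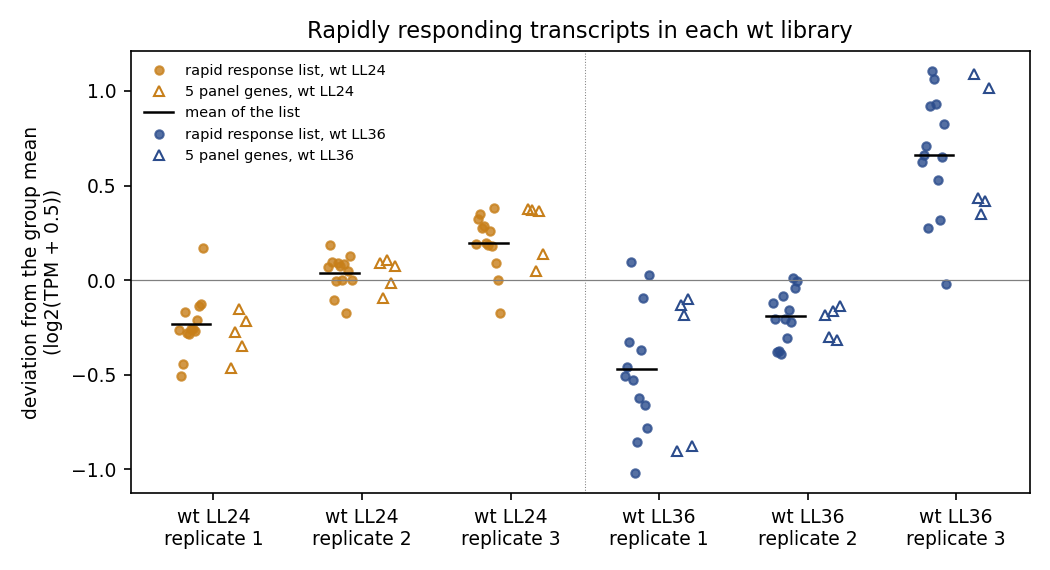
Deviation of each transcript from its group mean (y axis, log2(TPM + 0.5)) in the 6 wt libraries (x axis), for the 13 transcripts of the rapid response list (circles), with their mean as a black line, and for the panel genes TCH3, ERF4, WRKY33, STZ and HSPRO2 (triangles), which were chosen after their values were seen. The mean of the list lies between -0.47 in LL36 replicate 1 and 0.66 in LL36 replicate 3.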

Values the study reported

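The study reported 858 transcripts with significant AtGRP7 crosslink sites at LL36, of which 452 were also found by RIP-seq and were called high-confidence binders. Against a published list of circadian transcripts, 205 of the 452 high-confidence binders (45%) and 383 of the 858 iCLIP targets (45%) were classed as circadian, compared with 23% of all genes expressed at LL36.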

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

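The number of genes called between LL36 and LL24 stayed within 1.5 times of 10107 under a pseudocount of 0.1 or 1, no filter, a minimum of 5 TPM, no mean-variance trend, the removal of the GC content and length trend and the removal of the 100 most abundant genes. Leaving out each library in turn gave 7741 to 9571 called genes. The scaling between libraries changed it by more, with 6602 genes under median-of-ratios scaling and 6632 under quantile normalization. Both scalings remove most of the median shift of 0.21, and the share of called genes that were higher fell from 78.6% to 47.0% and 54.4%. Of the genes called under median-of-ratios scaling, 5260 were also called on the TPM as deposited, and 0 of these changed direction. Under quantile normalization 5734 were called in both, and 2 changed direction.

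With the replicate number as a block, 9947 genes were called. The numbers were not taken to pair the libraries. The deviations of same-numbered LL24 and LL36 libraries correlated with r of 0.128, 0.148 and 0.0341, and 1 of these 3 pairs lay below the threshold of 0.1. For LL24 and LL36 libraries of different number, r lay between -0.133 and 0.0089, lower than in all 3 pairs. An effect shared by libraries of the same number is therefore not excluded, and the calls without a block do not allow for it. Under this replicate block HSPRO2, TCH3, WRKY33 and STZ were called, and the camera p of the high-confidence binders was 0.0518. No other call among the panel, clock and reference genes, AtGRP7 and AtGRP8 changed.

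Of 29 genes named in the report (panel, clock and reference genes, AtGRP7 and AtGRP8), 19 kept their direction and their call in every alternative run for them. These were 16 alternatives for each gene, except that AtGRP7, CCL and PSBP-1 are among the 100 most abundant genes and have no value where these were left out. Of the other alternatives than leaving out a library, 270 values kept direction and call, 9 lost and 4 gained a call, and 4 reversed. The reversals were PSBP-1 under quantile normalization (0.0809), KIN1 under median-of-ratios scaling (-0.0812) and TGH under median-of-ratios scaling (-0.0545) and quantile normalization (-0.0505). KIN1 and TGH were not called in any of these fits. Leaving out a library reversed KIN1, whose values then lay between -0.33 and 0.54. The cause was not tested, except that median-of-ratios scaling lowers all changes by about the shift.

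For the rapid response list, the camera p of 0.00240 became 0.0794 under median-of-ratios scaling and 0.336 with the estimated correlation. Fry gave 0.985 with the opposite sign. At the preset correlation, the camera p stayed below 0.05 in the other settings. Among them were 0.0422 under quantile normalization, 0.000127 with the replicate block and 0.000176 with a minimum of 5 TPM. That filter left 9 of the 13 members and dropped CBF1 and CBF3, the 2 called higher, so this value is for a shorter list. Leaving out a library gave 3.86e-07 to 0.0118. The lowest of these, without LL36 replicate 3, is for 12 members, since CBF1 fell below the filter on low values. At the estimated correlation, camera gave p of 0.103 to 0.562 over all settings, so it called the list in none. Median, mean and camera were negative for this list. For iCLIP targets, camera gave the opposite sign under quantile normalization (p 0.213), as did fry (p 6.73e-06). For high-confidence binders, the camera p of 0.0484 became 0.0534 with a pseudocount of 1, 0.329 without a filter, 0.299 with the GC content and length trend removed, 0.174 without the 100 most abundant genes and 0.0540 with the estimated correlation. It was lower with a pseudocount of 0.1 (0.0437), a minimum of 5 TPM (0.0276) and median-of-ratios scaling (0.00159). It was 0.525 with the opposite sign under quantile normalization and 1.67e-05 with the opposite sign in fry. Leaving out a library gave 0.0236 to 0.0865. The cause was not tested.

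The share of iCLIP targets called was 58.5% with a minimum of 5 TPM, below that of other genes, and 52.6% without a mean-variance trend, where 51.6% of other genes were called and the excess was not significant. The other genes were not matched on expression here. The excess was larger under median-of-ratios scaling (56.4% against 33.2%), under quantile normalization (49.1% against 33.7%), without a filter (50.2% against 36.9%) and without the 100 most abundant genes (49.0% against 37.6%). Leaving out a library gave 47.5% to 51.9%. The share of high-confidence binders called was 46.0% without a filter, 58.7% under median-of-ratios scaling, 45.1% under quantile normalization and 43.3% without the 100 most abundant genes, each significantly above that of other genes. It was 53.3% with a minimum of 5 TPM and 47.1% without a mean-variance trend, both below that of other genes, significantly so with a minimum of 5 TPM (60.2% of other genes, adjusted p 0.00594). Leaving out a library gave 44.0% to 46.7%, below the share of other genes without LL24 replicate 1 or 2, and significantly above it without LL36 replicate 1 or 2. The cause was not tested.

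The alternatives planned for the comparisons between lines, and the replicate block nested in the time point, were not run, because the libraries of the other lines were not analysed here. TPM keeps no depth, and the read statistics of the study were not used here, so which changes are limited by depth was not assessed.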

Other observations

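The tests of library composition, of the spread, library-wide deviation and handling of the rapid response list, of the iCLIP targets against matched lists and of the high-confidence list were chosen after the results concerned were seen. The tests of GC content and length and of reads shared between AtGRP7 and AtGRP8 were written before their own outcomes were seen, but after the data had been examined. The test of other splits was written before any gene was tested. For the iCLIP targets and for the high-confidence list the rule for reading the test was also changed after its outcome was seen, as stated below.

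The number of genes called between LL36 and LL24 was compared with other splits of the same 6 libraries. Of the 10 splits into 3 and 3, 1 gave as many called genes, the real one, and the other splits gave 0 to 3. With 10 splits the share cannot fall below 0.1, so chance cannot be excluded by this count alone. The groups did not overlap for 63.8% of tested genes, where chance gives 10%. In the simulated data 2 of 18762 unchanged genes were called. Only 200 genes were changed there, so this count does not give the error among the 10107 calls. The share of genes without overlap argues against chance spread between replicates as the source of most of the 10107 calls. After the trend of each library on GC content and length was removed 9795 genes were called, which argues against such a trend as the cause of the calls.

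The median gene was 0.21 higher at LL36 on the TPM as deposited. TPM sums to nearly the same total in each library, so a loss in abundant transcripts raises all others. The 100 most abundant genes held 30.5% of TPM at LL24 and 24.9% at LL36. The 20 genes with the largest loss carried 41.1% of all TPM lost, and 14 of these 20 were named as light-harvesting, Rubisco small subunit or Rubisco activase genes. They include CAB2 (5531 to 742 TPM) and RBCS1A (25932 to 18813 TPM), both chosen after their values were seen. With the 100 most abundant genes left out and the libraries rescaled, the median change was 0.11, so these genes may account for part of the shift but not for all of it. Genes in the middle of 5 equal bins of both GC content and length had a median change of 0.22, which argues against GC content or length. A rise in the amount of most transcripts per cell at LL36 stays open, since TPM cannot show total RNA. The direction of PSBP-1 and the call of PP2A depended on the scaling.

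The 13 rapid response transcripts deviated together between libraries of one time point. Of 10000 matched random lists 0% were as highly correlated, and again 0% after the GC content and length trend was removed. The permutation p was 1e-04, the smallest that 10000 lists can give. The median deviation of all genes was at most 0.0140 in size in any of the 6 libraries, while the mean deviation of the list reached 0.66. These values argue against the usual spread at this expression level, against GC content or length and against a factor common to all genes of a library. A candidate explanation is a difference in handling at harvest. Of the panel genes TCH3, ERF4, WRKY33, STZ and HSPRO2, 4 of 5 were highest in both libraries in which the list was highest. These genes were chosen after their values were seen, so this count does not support the explanation. Handling and any other difference between the bulked plants of a replicate that acts on these transcripts cannot be told apart, and the labels give no order or time of harvest. HSPRO2, STZ, WRKY33 and ERF4 were followed by the study between lines. With 3 libraries per group, a difference of this kind could move their means in either direction, and whether it did so between lines was not analysed here.

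iCLIP targets were called more often than other genes. Random lists matched on mean expression over both time points had a median share of 52.7%, against 56.9% for the targets (adjusted p 0.00630 over 18 comparisons), so high expression alone does not account for the share. The iCLIP list used here was made at LL36, which may favour transcripts abundant at that time. The study also made an iCLIP at LL24 and found transcripts bound at both times, but that list was not used here. Lists matched on the LL36 mean had a median share of 54.1% (adjusted p 0.0557), and with median-of-ratios scaling 50.7% against 56.4% (adjusted p 0.000720). The first rule took p unadjusted on the TPM as deposited, and after p of 0.0028 and 0.0402 were seen it was changed to adjusted p under both scalings. Under the first rule LL36 abundance would have been set aside. For the whole list, abundance at LL36 and a property of the targets cannot be told apart by these tests, because the outcome depended on the scaling. For the 372 targets outside the high-confidence list 62.6% were called, against a median of 54.6% of lists matched on the LL36 mean (adjusted p 0.0036), and with median-of-ratios scaling 53.8% against 47.8% (adjusted p 0.0198). For the high-confidence binders the shares against lists matched on the LL36 mean were 52.2% and 53.6% (adjusted p 0.602). With median-of-ratios scaling they were 58.7% and 53.1% (adjusted p 0.0133), so the outcome for the binders depended on the scaling. The 372 targets are those left after RIP enrichment over the wt LL36 libraries chose the binders. The LL36 level thus helped to decide which targets are among them, so no conclusion about LL36 abundance is drawn from their shares. These shares count genes that differ between 2 times of day, and the circadian shares quoted from the study count membership of a published list, so they are not compared.

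High-confidence binders changed less towards LL36 than the other iCLIP targets, with a difference of -0.14 between the medians of 0.06 and 0.21 (resampling interval over genes, -0.20 to -0.09). The size depended on the scaling, with -0.15 under median-of-ratios scaling and -0.0820 under quantile normalization. Chance error in the wt LL36 libraries that were used to choose the list may contribute. The standard error of a single member's LL36 mean had a median of 0.04, which does not cover error shared between genes, so this stays open. The RIP enrichment has the LL36 level in its denominator, which alone would favour transcripts of low LL36 level. The binders had a higher one, with a median of 363 TPM against 171 TPM for the other iCLIP targets. The study also left out transcripts of low level in the RIP libraries, which may favour abundant transcripts. The levels therefore neither support nor argue against an effect of the denominator. Within 5 bins of the LL36 mean the difference was -0.0630 (interval -0.14 to -0.00112). The first rule asked only whether this interval leaves out 0, which it narrowly does. After that was seen the rule was changed to ask also how much of the difference remains. Less of it remained than went with LL36 abundance, but this does not decide on an effect of the denominator either. The way of choosing the list and a difference between the transcripts cannot be told apart without the RIP values, which were not used here.

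AtGRP8 rose together with AtGRP7. Its rise of 399 TPM is 8.81% of that of AtGRP7, and 0% of AtGRP7's 100-base windows occur in AtGRP8 transcripts, which argues against reads shared between the paralogs. The study describes AtGRP7 as controlled by the clock and gives evening peaks for the oscillations of both transcripts. Regulation by the clock was not tested here apart from the time points themselves.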
